A study of Mus musculus with 4 samples. Its data were reported in "TGFβ promotes widespread enhancer chromatin opening and operates on genomic regulatory domains" (2020).

How the data were processed

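Chromatin accessibility was measured by ATAC-seq (assay for transposase-accessible chromatin with sequencing) in NMuMG cells, an established line of normal mouse mammary gland epithelium. In this assay the Tn5 transposase inserts sequencing adapters into DNA that is not packed away by nucleosomes, and reads pile up where chromatin is open. The labels describe 4 samples, 1 per group. A pair of samples was kept in complete medium and received vehicle or TGFβ at 5 ng per ml for 2 h. The other pair was first deprived of serum and insulin for 6 h and then received vehicle or TGFβ at 5 ng per ml for 10 min. For the TGFβ sample of that pair the labels conflict. A characteristics field gives the time of the other experiment, while the title and the protocol give 10 min, and the title was followed.

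The deposited files were peak lists. The study's methods describe them as the output of the ENCODE ATAC-seq pipeline: reads were trimmed, aligned to the mouse genome build mm9 and filtered, peaks were called with macs2, and peaks were retained by the irreproducible discovery rate (IDR), a measure of how well the ranking of a peak agrees between replicates. The study's methods describe a shift of read ends to the Tn5 cut position for its footprints. For the peak calls they name the pipeline and no separate shift. Each line of a list held a chromosome, a start, an end and a score. The score in the deposited lists was the authors' scaled IDR. It ran from 540 to a cap of 1000 in every list, and the lowest score corresponds to an IDR of 0.0501. The score was used to describe, rank and filter peaks within a list. Shares of regions at the cap are set side by side between lists, and no other comparison of scores between lists was made. A list had 1 line per summit, so an interval with several summits was repeated. The labels of both 10 min samples name the same single list, so that list was treated as belonging to the experiment and not to a condition. The list is named after the TGFβ treatment of 10 min, while the study's methods describe joining peaks over the conditions of an experiment. Which of these libraries its peaks were called from was therefore not settled, and vehicle and TGFβ were not compared at 10 min. The study's methods speak of replicates behind the IDR, while the labels give 1 sample per condition, and lists per replicate were not analysed here. What served as replicates for these lists, and so what agreement the score measures, was not settled.

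The lists hold no read counts, so the depth behind them is unknown from the files. Read totals per library accompany the study and were not used as data here. In complete medium they are higher for the vehicle than for the TGFβ library. The number of peaks in a list depends on depth, on library quality and on the agreement of the replicates as well as on accessibility. With 1 list per condition no test between conditions was possible and no p-value is given. The intervals in the text are 95% Wilson intervals for shares and exact 95% intervals for ratios of counts. They cover the counting of regions alone, neither the variation between cultures nor that between libraries, and neighbouring regions are not independent. Those for ratios of counts also treat the lists as independent, although the lists share regions.

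Each list was refined by the rule in the study's methods. A width of at least 150 bp was required of an interval. Neighbours with a gap under 1000 bp then formed 1 region. A region took the highest score of its peaks. A region counted as shared when it overlapped a region of the other list by at least 1 bp. The overlap expected by chance was described with 1000 seeded circular shifts of the other list along each chromosome, each by at least 100 kb. Ratios of covered length, ratios of median widths and differences of median scores were given an interval by resampling the 20 chromosomes 1000 times.

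The build was tested against the reference. All intervals lie inside the mm9 chromosomes, so the NCBIM37 (mm9) genome and the GENCODE vM1 annotation of that build were used. The study used another gene catalogue (UCSC knownGene) for its promoters. A region was at a transcription start site (TSS) when it overlapped the TSS of any annotated transcript ± 1000 bp, and distal otherwise. Motifs were searched on both strands within 200 bp of the centre of each region: TGASTCA for AP-1, GTCTAGAC or CAGACA for SMAD, ACCGGAAGT with 1 mismatch allowed for ETS factors, and CCASYAGRKGGC for CTCF (S is C or G, Y is C or T, R is A or G, K is G or T). The background was the same search in windows moved by 10 kb, as found and after weighting them to the GC content of the regions in bins of 5%. For regions at a TSS too few moved windows had a matching GC content, so the weighted background is given for distal regions. A consensus match is a sequence property and does not show that a factor was bound.

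Regions named in the text were chosen by a rule set before the data were examined: the 3 TGFβ-only and the 3 vehicle-only regions with the highest score, ties broken by chromosome and position, the widest region of each list, and the chromosomes with the lowest and highest ratio of TGFβ to vehicle regions. Genes that the study's text discusses, and the widest regions of each class, were looked up afterwards. In the annotation Kansl3 carries its older name 4632411B12Rik, a pairing taken from a RefSeq table of gene names. Coordinates are 1-based mm9 positions.

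The alternatives set before the data were examined were the intervals as deposited, merging of overlapping or touching intervals alone, a minimum width of 300 bp, autosomes and X alone, the upper part of each list from its median score upwards, other definitions of a shared region, lists of equal length, a TSS window of 200 bp and a motif window of 500 bp. Added later were a TGFβ list reduced to the length of the vehicle list for the overlap with the 10 min list, protein-coding genes alone, motif windows centred on the highest-scoring deposited interval of a region, and removal of regions similar to mitochondrial DNA (blastn matches of at least 50 bp with an e-value of at most 1e-10). The scripts were tested on simulated data. A simulated list that overlapped 59.4% of the 19648 vehicle regions was recovered as 59.4%. For weighted shares, 200 simulations with the widths of those regions gave intervals that held the true share in 94.0% of cases. The simulated share depended on width alone, so weighting to several properties together was not tested. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, with blastn 2.17.0 and samtools 1.23.1. Reads, signal tracks and footprints were not analysed here, so no change in signal at a shared region was measured.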

Results

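Accessible chromatin was mapped by ATAC-seq in NMuMG cells treated with vehicle or TGFβ. The data comprise 3 peak lists for 4 samples. There was 1 list for vehicle and 1 for TGFβ after 2 h in complete medium, and 1 list for the 10 min experiment in starved cells, which the labels assign to the vehicle and the TGFβ sample alike. No group had replicates in these lists, and the lists do not give the sequencing depth, so the values describe these lists and carry counting intervals only.

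The vehicle list held 48339 peaks in 23070 distinct intervals, the TGFβ list 87916 peaks in 49585 intervals, and the 10 min list 75736 peaks in 29837 intervals. An interval held up to 10 peaks in the vehicle list and up to 12 in each of the other lists. Intervals narrower than 150 bp made up 6.28% of the vehicle, 11.1% of the TGFβ and 3.21% of the 10 min intervals. After these were discarded and neighbours merged, 19648 vehicle, 38532 TGFβ and 26732 10 min regions remained. Their median widths were 428 bp (quartiles 295 and 628 bp), 379 bp (254 and 599 bp) and 544 bp (353 and 789 bp). The regions covered 9.89 Mb, 18.7 Mb and 16.4 Mb, which is 0.375%, 0.707% and 0.622% of chromosomes 1 to 19 and X. By the authors' score, 38.2% of vehicle, 41.4% of TGFβ and 29.9% of 10 min regions reached the cap of 1000, so the score does not rank the strongest regions within a list.

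To examine whether TGFβ also opened chromatin in cells that had not been deprived of growth factors, the lists from complete medium were compared. The TGFβ list had 1.96 times as many regions as the vehicle list (exact 95% interval 1.93 to 2.00), a difference of 18884 regions. The ratio was 1.82 for the peaks as deposited and lowest, at 1.69, when intervals under 300 bp were discarded. Covered length was 1.89 times larger in the TGFβ list (interval over chromosomes 1.85 to 1.93). How far differences between the libraries contributed to these ratios cannot be read from the lists.

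Most vehicle regions were also called after TGFβ. Of the 19648 vehicle regions, 18383 overlapped a TGFβ region (93.6%, 95% Wilson interval 93.2 to 93.9%). Circular shifts of the TGFβ list gave a mean of 1.54% and at most 1.87%. In the other direction, 18348 of the 38532 TGFβ regions overlapped a vehicle region (47.6%, 47.1 to 48.1%), against a mean of 0.784% and at most 0.947% for shifted lists. The remaining 20184 TGFβ regions and 1265 vehicle regions were called in 1 of these lists only. By length, 8.47 Mb was common to both lists, 85.6% of the vehicle and 45.4% of the TGFβ covered length. These shares moved most when the lists were given equal length by score. With the TGFβ list reduced to its 19648 highest-scoring regions, 76.4% of vehicle regions and 76.2% of TGFβ regions were shared.

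**Figure D1:**
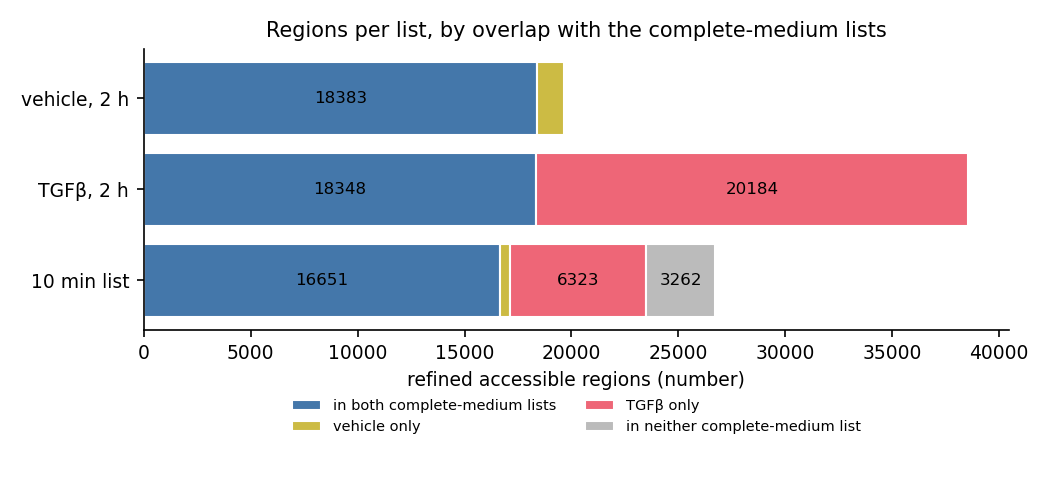
Number of refined accessible regions (x axis) in the vehicle, TGFβ and 10 min lists (y axis), split by overlap of at least 1 bp with the complete-medium lists. In the 10 min bar the yellow and red parts are regions that overlapped the vehicle list alone or the TGFβ list alone, and the red part of the TGFβ bar holds 20184 regions against 1265 in the yellow part of the vehicle bar.

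TGFβ-only regions were narrower and scored lower than shared ones. TGFβ regions in both lists had a median width of 546 bp (quartiles 378 and 791 bp), and TGFβ-only regions 281 bp (212 and 394 bp), a ratio of 1.94 (interval over chromosomes 1.91 to 1.97). This ratio fell to 1.38 when each list was restricted to its peaks at or above the median score. The median of the authors' score was 1000 in shared and 742 in TGFβ-only regions, a difference of 258 (253 to 263) that the cap makes a lower bound. Nevertheless, 2807 TGFβ-only regions reached the score cap (13.9%, 13.4 to 14.4%), compared with 71.6% (70.9 to 72.2%) of the shared TGFβ regions. Within the vehicle list, vehicle-only regions had a median width of 241 bp and 18 of them reached the cap (1.42%, 0.902 to 2.24%), compared with 40.7% (40.0 to 41.4%) of vehicle regions in both lists. Of the 15936 TGFβ regions at the cap, 17.6% (17.0 to 18.2%) were absent from the vehicle list. Of the 7506 vehicle regions at the cap, 0.240% (0.152 to 0.379%) were absent from the TGFβ list.

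The excess of TGFβ regions was found on every chromosome. The ratio of TGFβ to vehicle regions was lowest on chromosome 19, at 1.82 (1443 and 795 regions, exact 95% interval 1.66 to 1.98), and highest on chromosome 18, at 2.20 (1053 and 478 regions, 1.98 to 2.46). The intervals of these extremes overlapped at their ends. The X chromosome had a ratio of 2.16 (1.94 to 2.42). The interval missed the overall ratio on 2 of the 20 chromosomes, 7 and 18. As these intervals ignore that the lists share regions, how many chromosomes differ was not settled.

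**Figure D2:**
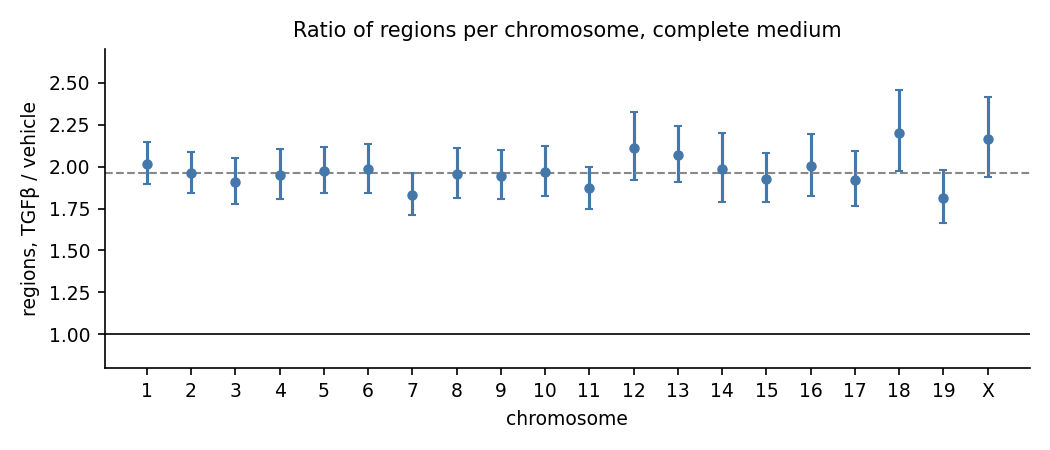
Ratio of TGFβ to vehicle regions in complete medium (y axis, starting at 0.8) for each chromosome (x axis), with exact 95% intervals for counting error. The dashed line is the ratio over all chromosomes (1.96) and the solid line marks equal numbers, and all 20 points lie between 1.82 and 2.20.

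Because the study separates promoters from putative enhancers, the position of the regions relative to transcription start sites was examined. In the vehicle list 44.9% of regions lay at a TSS (44.2 to 45.6%), in the TGFβ list 28.4% (28.0 to 28.9%) and in the 10 min list 38.4% (37.8 to 39.0%). A TSS window of 200 bp lowered these shares to 42.0%, 25.6% and 35.9%. In numbers, 8815 vehicle and 10948 TGFβ regions lay at a TSS, and 10833 vehicle and 27584 TGFβ regions were distal. Of the TGFβ regions in both lists, 46.8% (46.1 to 47.6%) lay at a TSS, compared with 11.7% (11.2 to 12.1%) of the TGFβ-only regions and 18.3% (16.3 to 20.6%) of the vehicle-only regions. Annotated transcript starts were joined into 51330 groups with gaps under 1000 bp. A region lay within 1000 bp of 17.6% of these groups in the vehicle list, 22.0% in the TGFβ list and 20.7% in the 10 min list.

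The study followed footprints of AP-1, SMAD and ETS factors and of the insulator protein CTCF. Consensus matches for these were counted within 200 bp of region centres. AP-1 matches were found in 27.4% of vehicle regions (26.8 to 28.1%), 32.0% of TGFβ regions (31.6 to 32.5%) and 27.1% of 10 min regions (26.6 to 27.6%), and in 7.29%, 6.88% and 6.88% of the windows moved by 10 kb. SMAD matches occurred in 28.6% (28.0 to 29.3%), 35.0% (34.5 to 35.5%) and 28.9% (28.3 to 29.4%) of the regions, compared with 33.8%, 33.6% and 34.3% of the moved windows. ETS matches occurred in 11.4% (11.0 to 11.9%), 8.61% (8.34 to 8.90%) and 9.89% (9.54 to 10.3%), compared with 3.65%, 3.61% and 3.76%. CTCF matches occurred in 2.63% (2.41 to 2.86%), 3.35% (3.17 to 3.53%) and 4.75% (4.50 to 5.01%), compared with 0.280%, 0.275% and 0.329%. Widening the window to 500 bp moved the SMAD share most, to 56.8%, 62.2% and 57.8%.

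These totals mix TSS and distal regions, which differ in GC content. The mean GC content of the windows was 55.0% in the vehicle, 51.3% in the TGFβ and 53.8% in the 10 min list, and 47.9%, 46.9% and 47.7% in their distal regions. Among distal regions, AP-1 matches were found in 44.3% of vehicle (43.4 to 45.2%), 41.2% of TGFβ (40.6 to 41.8%) and 39.6% of 10 min regions (38.9 to 40.4%), against 7.33%, 7.11% and 6.97% of moved windows weighted to the same GC content. The order of the vehicle and TGFβ lists was thus the reverse of that over all regions. Distal SMAD matches were found in 36.1% of vehicle regions (35.2 to 37.1%), against a weighted background of 35.2% (34.2 to 36.3%), and in 40.2% of TGFβ regions (39.6 to 40.7%), against 34.9% (34.3 to 35.5%). In distal 10 min regions the SMAD share was 34.8% (34.1 to 35.5%) and the weighted background 35.6% (34.8 to 36.4%). The vehicle and 10 min shares were thus not distinguishable from the background, and the TGFβ share exceeded it. Distal ETS shares had overlapping intervals in the vehicle, TGFβ and 10 min lists, at 6.21% (5.77 to 6.68%), 5.88% (5.61 to 6.17%) and 5.76% (5.41 to 6.13%), each above its weighted background of 4.18%, 4.08% and 4.21%.

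Split by class, distal TGFβ-only regions held SMAD matches in 41.8% of cases (41.1 to 42.6%) and TGFβ regions in both lists in 37.0% (36.1 to 38.0%). Distal AP-1 matches went the other way, with 39.2% (38.5 to 40.0%) of TGFβ-only and 44.8% (43.8 to 45.8%) of shared TGFβ regions. At a TSS the order was the reverse, with 18.0% (16.5 to 19.6%) of TGFβ-only and 6.55% (6.05 to 7.09%) of shared TGFβ regions. The distal AP-1 difference between these classes was not weighted for width, GC content or score. The 1033 distal vehicle-only regions had the fewest AP-1 matches of the complete-medium classes, 18.9% (16.6 to 21.4%), and the most CTCF matches, 11.2% (9.45 to 13.3%).

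**Figure D3:**
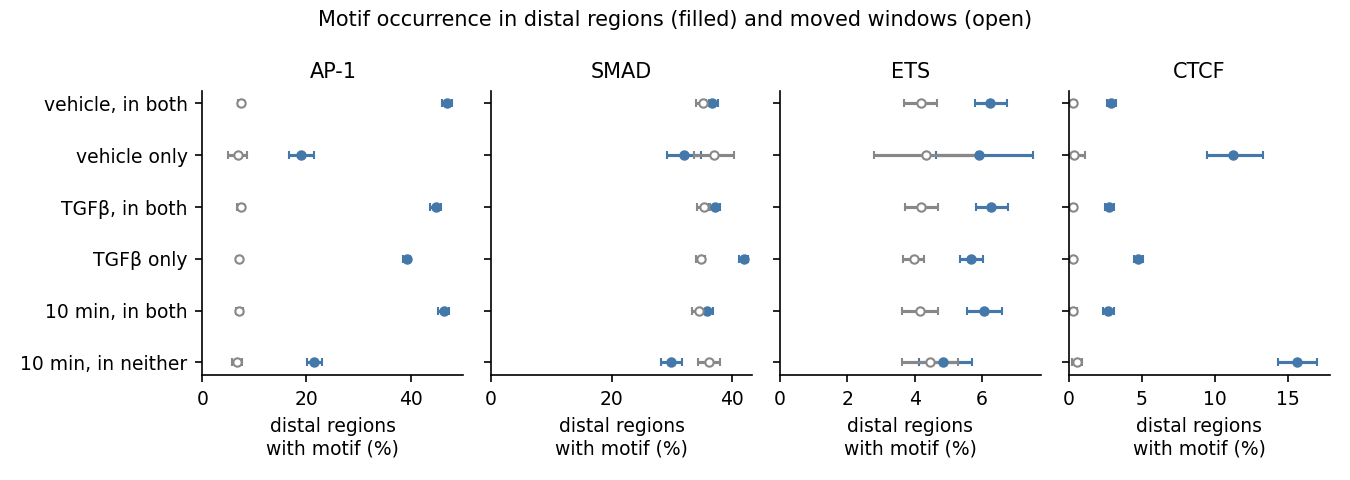
Share of distal regions with a consensus match within 200 bp of the centre (x axes, %, each on its own scale from 0) for AP-1, SMAD, ETS and CTCF, by class of region (y axis). Filled points are the regions with 95% Wilson intervals, and open points are windows moved by 10 kb and weighted to the same GC content with 95% intervals. The SMAD share of TGFβ-only regions (41.8%) lies above its background, and the CTCF share is highest in 10 min regions found in neither complete-medium list (15.6%).

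The 10 min list came from starved cells of another experiment, so its overlaps describe lists that differ in time, medium and library at once. Of its 26732 regions, 17147 overlapped a vehicle region from complete medium (64.1%, 63.6 to 64.7%) and 22974 a TGFβ region (85.9%, 85.5 to 86.4%). Circular shifts gave means of 0.896% and 1.71%. The larger overlap with the TGFβ list was not kept in a shorter list. In an alternative added later, with the TGFβ list reduced to its 19648 highest-scoring regions, as many as in the vehicle list, 61.8% (61.2 to 62.4%) of the 26732 regions overlapped it. In the 10 min list 16651 regions (62.3%) overlapped both complete-medium lists, 6323 (23.7%) the TGFβ list alone, 496 (1.86%) the vehicle list alone and 3262 (12.2%) neither. Conversely, the 10 min list contained 90.8% (90.4 to 91.2%) of TGFβ regions in both lists and 31.5% (30.9 to 32.2%) of TGFβ-only regions. It contained 90.5% (90.1 to 90.9%) of vehicle regions in both lists and 44.3% (41.6 to 47.0%) of vehicle-only regions, a larger share than of TGFβ-only regions.

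Among the TGFβ-only regions 2807 tied at the highest score, so the naming rule returned the first of them on chromosome 1. These were chr1 5005452 to 5005781 in an intron of Rgs20 (ENSMUSG00000002459.10), chr1 6500064 to 6501314 in an intron of St18 (ENSMUSG00000033740.10), and the intergenic chr1 10861445 to 10861747, whose nearest annotated TSS was 50004 bp away. The 3 vehicle-only regions were all on chromosome 2, from 18 ties. They were chr2 27142937 to 27143208 in an intron of Vav2 (ENSMUSG00000009621.10), chr2 90330081 to 90330750 in an intron of Ptprj (ENSMUSG00000025314.9), and the intergenic chr2 151937747 to 151938025, 6281 bp from the TSS of Srxn1. The widest vehicle region spanned 2779 bp over exons of Cfl1 and Mus81 (chr19 5487840 to 5490618). The widest TGFβ region spanned 3957 bp and overlapped a coding exon of Fez2 (chr17 78799580 to 78803536), 13909 bp from the nearest TSS. The widest 10 min region, 3534 bp, was intergenic and 9741 bp from the TSS of Krt18 (chr15 101845373 to 101848906). Looked up afterwards, the widest TGFβ-only region spanned 3080 bp over Nek8 and Tlcd1 (chr11 77989759 to 77992838), and the widest vehicle-only region 906 bp over exons of Nrp1 and Mir1903 (chr8 130882522 to 130883427).

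Genes that the study discusses were also looked up, after the lists had been read. Over Lad1, Tnnt2 and Pkp1 (chr1 137715175 to 137815784), neighbouring genes, the vehicle list had 4 regions, the TGFβ list 5 and the 10 min list 3. The TGFβ-only regions there were chr1 137741070 to 137741514 in an intron of Tnnt2 and chr1 137748944 to 137749239 just beyond its 3′ end. Both had the score cap and neither was in the 10 min list. Conversely, a vehicle region in an intron of Tnnt2 (chr1 137747400 to 137747557), which had the lowest score of the list, 540, was absent from the TGFβ list and overlapped a 10 min region. Over Amigo1, Cyb561d1 and Atxn7l2 (chr3 107989253 to 108013852) each list had 1 region at the TSS of Cyb561d1, and these overlapped. The TGFβ list had a further, TGFβ-only region over a coding exon of Amigo1 (chr3 107994294 to 107995110). Over Arid5a and Kansl3 (chr1 36364578 to 36426026) each list had 3 regions, and those of each list overlapped regions of both other lists. The AP-1 genes Jun and Fos had a region at the TSS in every list. At Junb (chr8 87500811 to 87502617, ENSMUSG00000052837.4) the TGFβ and 10 min lists had a region over the gene that overlapped a vehicle region lying outside it, and the vehicle list had none within 1000 bp of the TSS.

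**Figure D4:**
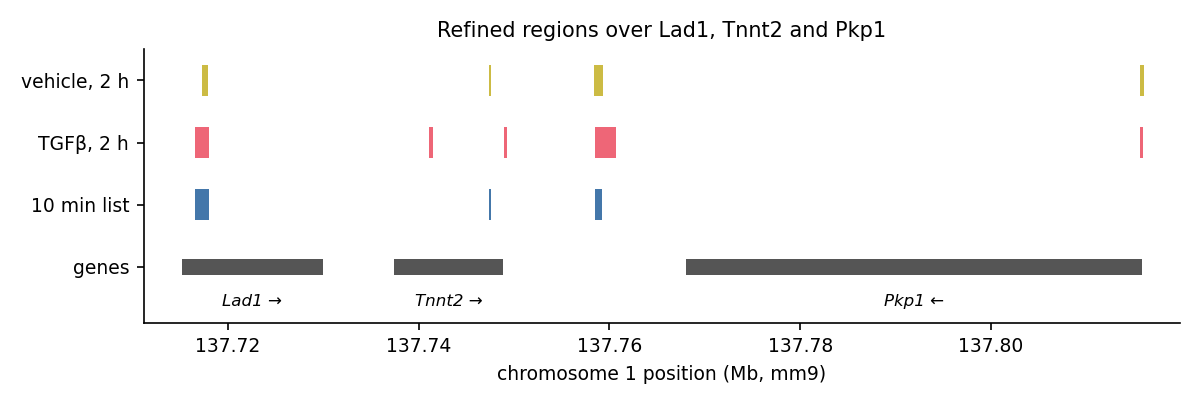
Refined regions of the vehicle, TGFβ and 10 min lists (coloured blocks, y axis) along chromosome 1 in Mb of mm9 (x axis) over Lad1, Tnnt2 and Pkp1, with gene bodies in grey and arrows for the strand. The blocks are drawn to scale and show calls, not signal height, and 2 of the 5 TGFβ regions overlap no vehicle region and 1 of the 4 vehicle regions overlaps no TGFβ region.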

Values the study reported

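The study reported peak numbers for a separate experiment in starved cells, with 52,626 peaks for vehicle, 100,459 after 2 h of TGFβ and 105,334 after 12 h. After its own refinement it gave 16,769, 32,545 and 33,077 regions for these conditions. Joined over conditions, it counted 39,432 regions, of which 10,362 were at a TSS and 29,071 were putative enhancers. From signal, which is another measure than the presence of a call, it reported an increase of at least 1.5-fold in 75.0% of enhancers at 2 h, in 79.7% at 12 h and in 88.67% of peaks at 10 min.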

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

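The TGFβ list reduced to the length of the vehicle list for the 10 min overlap, the protein-coding restriction, the motif windows on the highest-scoring interval and the removal of regions similar to mitochondrial DNA were chosen after the results were seen. The other alternatives were planned. Of 118 recomputed values for 28 results, 48 stayed within the counting interval (or, for numbers of regions, within 1.5 times) and 70 moved beyond it. Most results are shares or numbers of a single list and have no direction to change. The ordering of the 10 min overlaps with the vehicle and TGFβ lists did change in an alternative given in this part. The intervals are narrow because the lists are long, so small shifts count as moved. Except where the construction of an alternative gives it, the cause was not tested. Limiting the lists to autosomes and X could change nothing, since they hold no other chromosome, and its values are among those that stayed. No paired analysis was possible because each condition had 1 list.

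The TGFβ to vehicle ratio of regions was 1.69 to 2.04 over the alternatives for merging and minimum width. No common threshold or equal length was applied to this ratio. With the intervals as deposited there were 48339 vehicle, 87916 TGFβ and 75736 10 min peaks, as each summit has its own line. The ratio was then 1.82 in number and 1.85 in covered length, and 1.62 on the lowest chromosome. The shared part was 94.5% of vehicle peaks, 54.9% of TGFβ peaks, and 72.7% (vehicle) and 90.3% (TGFβ) of 10 min peaks, with a width ratio of 1.88. Merging of overlapping or touching intervals alone gave ratios of 2.04 in number and 1.81 in covered length. The shares were 92.7% of vehicle and 46.1% of TGFβ regions and 62.3% and 84.6% of 10 min regions, with a width ratio of 1.66.

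A minimum width of 300 bp left 24073 TGFβ regions and lowered the ratio to 1.69 in number and 1.67 in covered length, with 1.53 and 1.96 on the extreme chromosomes. The shares became 89.6% of vehicle, 53.0% of TGFβ, and 59.6% and 76.7% of 10 min regions, and the width ratio 1.42, which a cut on width lowers by construction. Restricting each list to peaks at or above its median score left 9050 vehicle, 17338 TGFβ and 10926 10 min regions at a ratio of 1.92, which a cut at each list's own median keeps near the main ratio by construction. The shares were 92.1% of vehicle and 66.2% and 87.2% of 10 min regions, and the width ratio was 1.38.

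Requiring the centre of a region inside a region of the other list gave 91.7% of vehicle, 42.4% of TGFβ, and 57.6% and 81.1% of 10 min regions, with a width ratio of 1.72. Counting a gap under 1000 bp as shared gave 94.3% of vehicle regions and 86.6% of 10 min regions against TGFβ. With the longer list of each pair reduced to the length of the shorter one by score, the shares were 76.4% of vehicle regions, 76.2% of TGFβ regions, and 78.1% (against vehicle) and 74.8% (against TGFβ) of 10 min regions, and the width ratio was 1.52. The 10 min shares of this alternative have different denominators, the reduced and the whole 10 min list, and do not rank the lists. With the whole 10 min list kept and the TGFβ list reduced to the length of the vehicle list, 61.8% of 10 min regions overlapped the TGFβ list, against 64.1% for the vehicle list.

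A TSS window of 200 bp gave shares of 42.0%, 25.6% and 35.9% for the vehicle, TGFβ and 10 min lists, and protein-coding genes alone 43.1%, 26.8% and 36.7%, in the same order of lists. A motif window of 500 bp raised every motif share, as a longer sequence must. In the vehicle, TGFβ and 10 min lists AP-1 reached 34.5%, 40.3% and 35.2%, SMAD 56.8%, 62.2% and 57.8%, ETS 18.4%, 15.1% and 17.0%, and CTCF 3.32%, 4.00% and 5.54%. Windows on the highest-scoring interval moved AP-1 to 33.8% in the TGFβ and 27.9% in the 10 min list and ETS to 8.90% in the TGFβ list.

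Without replicates, the counting intervals cannot show how far a second culture or library would differ. Because the lists record calls and not signal, a region absent from a list may have been open below the calling threshold. Reducing the TGFβ list by score lowered the shared vehicle regions from 93.6% to 76.4%, in which list length and selection by score change together.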

Other observations

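The tests at the score cap, the tests of vehicle-only against TGFβ-only regions, the moved windows for CTCF and the ETS test were chosen after the result was seen. The weighted shares give the regions of one class the score, width or GC distribution of another. All patterns were found and tested on the same lists, so each remains a hypothesis.

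The TGFβ list was longer than the vehicle list. If the score cap marks strong calls, weak calls alone would leave few TGFβ-only regions there, yet 13.9% of them reached it. No expected share was computed, and 41.4% of all TGFβ regions reached the cap, so weak calls were not excluded. Regions similar to mitochondrial DNA numbered 19 in the vehicle and 20 in the TGFβ list, and the ratio without such regions was 1.96. The read totals that accompany the study are higher for the vehicle library, which goes against depth alone, but they were not used as data here. Depth or library quality together cannot be told apart from TGFβ itself, because there was 1 library per condition. A better TGFβ library could place strong regions beyond the reach of the vehicle list, and so could an effect of TGFβ, and 17.6% of TGFβ regions at the cap were absent from the vehicle list. The reverse was rare, with 0.240% of vehicle regions at the cap absent from the TGFβ list, or 18 regions.

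TGFβ-only regions lay at a TSS in 11.7% of cases (11.2 to 12.1%) against 46.8% of TGFβ regions in both lists. A candidate explanation is that they are weaker and narrower calls. Shared regions weighted to the scores and widths of the TGFβ-only regions had a TSS share of 27.1% (25.6 to 28.5%). Weak and narrow calls thus account for part of the difference and not for the whole. Regions confined to another list were mostly distal too. At a TSS lay 18.3% (16.3 to 20.6%) of vehicle-only regions, against 46.7% (46.0 to 47.4%) of vehicle regions in both lists. Of the 10 min regions in neither complete-medium list, 14.1% (13.0 to 15.4%) lay at a TSS. A low TSS share was thus not particular to TGFβ-only regions, although theirs was the lowest of these shares. A preference of TGFβ for distal sites remains open, and so does a difference between libraries in how well distal sites were recovered.

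SMAD matches were more frequent in distal TGFβ-only regions (41.8%, 41.1 to 42.6%) than in distal TGFβ regions in both lists (37.0%). Shared regions weighted to the widths and GC content of the TGFβ-only regions had a share of 35.5% (34.0 to 37.0%). Width and GC content thus did not produce the excess, while the score was not weighted here. The GC-weighted background was 34.8% (34.0 to 35.5%). A preference for SMAD sites among the regions gained with TGFβ may underlie this, but the excess is small, the CAGACA element is short and common, and differences in repeat content or library were not tested.

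Vehicle-only regions were few and had a low share of AP-1 matches. AP-1 matches occurred in 18.9% (16.6 to 21.4%) of distal vehicle-only regions and 47.0% (46.0 to 48.0%) of distal vehicle regions in both lists. Weighting the latter to the scores, widths and GC content of the former gave 42.3% (40.4 to 44.1%). Distal TGFβ-only regions weighted to the widths and GC content of the vehicle-only regions had 36.0% (35.2 to 36.8%). Weakness of the calls, width and GC content therefore do not account for the whole of the low AP-1 share. A biological explanation and a difference between libraries both stay open. With a window of 500 bp the AP-1 share was 27.2% in vehicle-only and 47.5% in TGFβ-only distal regions.

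CTCF matches went the other way, with 11.2% (9.45 to 13.3%) of distal vehicle-only regions, 2.92% (2.60 to 3.27%) of distal vehicle regions in both lists and 4.75% (4.45 to 5.07%) of distal TGFβ-only regions. The weighted shares were 7.17% (5.91 to 8.42%) for shared vehicle regions and 6.55% (6.09 to 7.01%) for TGFβ-only regions, so the weighted properties together accounted for part of the excess. Score, width and GC content were not separated, and the score was not weighted between lists. Vehicle-only regions were also not chance calls throughout, since the same windows moved by 10 kb had CTCF matches in 0.194% of cases (0.0531 to 0.703%). The distal lists as a whole do not show a shift from CTCF towards AP-1 sites, since the AP-1 share was 44.3% in the vehicle and 41.2% in the TGFβ list and the CTCF share 3.71% and 4.05%. What sets the vehicle-only regions apart stays open.

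The 10 min list was richer in distal CTCF matches (6.77%, 6.40 to 7.17%) than the TGFβ list (4.05%, 3.83 to 4.29%). TGFβ regions weighted to the widths and GC content of the 10 min regions had 3.13% (2.93 to 3.34%), so these properties would lower the share. The share was 2.72% (2.39 to 3.09%) in distal 10 min regions that overlapped both complete-medium lists. It was higher in the other classes, with 7.92% (7.21 to 8.70%) of those that overlapped the TGFβ list alone, 13.8% (10.7 to 17.6%) of those that overlapped the vehicle list alone and 15.6% (14.3 to 17.0%) of those in neither. Starvation, time and library all differ between these lists, and none of them was tested.

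The study describes ETS footprints among the regions that opened most at 10 min, which raised the hypothesis that ETS sites are over-represented among distal 10 min regions absent from the vehicle list. Their ETS share was 5.50% (5.01 to 6.02%), and that of distal 10 min regions overlapping a vehicle region was 6.00% (5.52 to 6.52%), a difference within the counting intervals and not in the direction of the hypothesis. The test remains open because the list does not separate vehicle from TGFβ at 10 min, and the vehicle regions came from another medium.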
